A study of Mus musculus with 2 samples. Its data were reported in "Targeting CIC::DUX4 sarcoma with Minnelide in a dual recombinase–initiated genetically engineered mouse model" (2026).

How the data were processed

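Single-nucleus RNA sequencing was performed by the study on tumors of the dFLEx CDS mouse, a genetically engineered model in which Cre and FLP recombinases switch on the CIC::DUX4 fusion gene in hind limb muscle. The deposit held 2 GEO samples, the untreated group and the Minnelide group. Minnelide is a water-soluble prodrug of triptolide, given here at 0.42 mg/kg for 21 days per the labels. Each GEO sample carried 4 count matrices, which matches the number of tumors that the series design gives per group. Each matrix was therefore treated as a tumor and as the unit of replication. Tumor numbers follow file order, serve only as names and pair no tumors. File names also carry words on treatment response. Such words are absent from the labels, so no comparison by response was made.

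The values used were raw UMI counts per gene and nucleus, which the authors made with Cell Ranger before they deposited them. Per the file headers the version was 9.0.1. The study's methods name an earlier release and the mm39 genome with intronic reads included. Each matrix listed the same 19059 features, and 18953 of the 19043 that were found in GENCODE mouse release M39 were protein-coding. The features held 13 mitochondrial genes and 0 ribosomal protein genes, and Malat1, Actb, Gapdh and Xist had no feature. Which probe set or annotation was counted is not settled by the labels, which describe a 3′ kit. Counts of genes that share sequence with a paralog or overlap another gene are therefore uncertain. The deposited matrices held called nuclei only, with at least 424 UMIs per nucleus in every tumor.

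The nucleus barcodes have 16 bases, and bases 8 and 9 were constant within a tumor. The 4 tumors of each group carried 4 different pairs of these bases, and the same pairs recurred in the other group. Tumors with the same pair shared 49 to 132 barcodes. At least 2 runs of nucleus capture were therefore made, and run is used below in this sense. The barcodes do not tell how the libraries were sequenced. The barcodes allow 8 assignments of the tumors to 2 runs of equal size, and in 1 of them each group has a run of its own. The labels give no run, so a difference between runs cannot be told apart from treatment here.

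Nuclei were filtered per tumor with a mixture of 2 linear regressions of mitochondrial percent on detected genes, fitted by expectation maximization. Nuclei with a posterior of at least 0.75 for the compromised component, or with under 200 genes, were removed. Doublets were scored with Scrublet in scanpy 1.11.5. The highest-scoring share of each tumor was removed, at an expected rate of 0.8% per 1000 nuclei. The study's tools for filtering, doublets, integration and potency (miQC, scDblFinder, Harmony and CytoTRACE2) were not used here. Counts were scaled per nucleus and log-transformed, and 2000 variable genes were requested, without the cell type markers, the CIC::DUX4 target genes, the sex-linked genes and the mitochondrial genes. Nuclei of all tumors were clustered together with 30 principal components, 40 neighbors and Leiden clustering (igraph 0.11.9) at resolution 1.0, without integration.

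Clusters were named from marker lists fixed before the data were examined, as were the tests, the gene lists, the alternative settings and the rule for naming genes. The rule that scores the markers was not fixed in advance. It was set after the clusters and the class counts per tumor had been seen, and before any test between the groups. The class shares are among the results compared, so their comparison is not independent of that choice. Several versions were tried. The first took the fold over a low cluster of all tumors together, and named almost no nuclei of Minnelide tumor 2 as tumor-like. The next took the fold inside each tumor over its lower-quartile cluster and left unnamed any cluster with markers of a second class. Such clusters were then kept. Lower backgrounds and folds were tried next, because large clusters of Minnelide tumors 1, 3 and 4 stayed unnamed under some of the alternatives. The last change left unnamed a cluster of 781 nuclei led by the osteoclast genes Atp6v0d2, Nyap2, St18 and Slc9b2, which had been named macrophage-like. The version used compares each cluster, inside each tumor, with the 10th percentile of that tumor's clusters after adding 20 CPM. A marker was raised at 1.5-fold and detection in at least 5% of nuclei, and a name needed at least 3 raised markers. The class with the highest mean log2 fold was taken. A cluster stayed unnamed where its 10 leading genes held more markers of another class, or held none of its own while under 50% of its markers were raised. Unnamed nuclei made up 1.87% of the untreated and 0.822% of the Minnelide nuclei. A stricter rule, chosen after the data were seen, also leaves unnamed any cluster with markers of a second class and is kept as an alternative. Under it 43.1% of the untreated and 8.14% of the Minnelide nuclei were unnamed, and 20 tumor-like nuclei remained in untreated tumor 1. Names are written with the ending "-like" because no annotation by the authors was used.

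Counts were summed per tumor over all retained nuclei and over each class with at least 50 nuclei in a tumor. Groups were compared with the quasi-likelihood test of edgeR 4.0.16 after its default expression filter and TMM normalization. Benjamini-Hochberg adjusted p under 0.05 was the threshold. The interaction of class and treatment was fitted with the tumor as a block. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry, on log2 CPM. The lists number 11 and are named in the report. Per-tumor values were compared with exact two-sided permutation tests over all 70 splits, whose smallest p is 0.0286. For genes detected per nucleus, each nucleus was thinned to 1000 UMIs and shallower nuclei were left out. Shares of nuclei carry exact 95% binomial intervals (Clopper-Pearson), which cover counting error only. Fold changes are log2 of Minnelide over untreated, with standard errors taken as the fold change divided by the root of the F statistic.

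In each test across all genes, up to 5 genes per direction were to be named among those past the threshold whose groups did not overlap and whose mean was at least 10 CPM in the higher group. Where none passed in a direction, the gene with the smallest p was named as not called, leaving out predicted genes. Coordinates are from GENCODE M39 on GRCm39, matched by Ensembl identifier.

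The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors in edgeR, no low-count filter, each tumor left out in turn, a fixed filter of at least 500 genes and at most 5% mitochondrial counts, no doublet removal, each tumor clustered on its own, resolution 0.4, thinning to 500 UMIs or none, and 1564 tumor-like nuclei drawn per tumor. Each model was refitted on the 35 distinct splits of the 8 tumors.

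The models were tested on simulated data with 200 changed genes. For all retained nuclei (13691 genes), edgeR recovered 72% of 4-fold and 6% of 2-fold changes and called 2 unchanged genes. DESeq2 recovered 91% and 38%, and 44 of its 173 calls were unchanged genes. For tumor-like nuclei (12950 genes), edgeR recovered 76% and 11% with 4 unchanged genes called, and DESeq2 called 60 unchanged genes among 198. Changes near 2-fold were thus mostly below the reach of edgeR at 4 tumors per group. R 4.3.3, Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.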

Results

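Single-nucleus RNA sequencing was deposited for tumors of the dFLEx CDS mouse in 2 groups. The untreated group held 4 tumors. The other group held 4 tumors from mice given Minnelide at 0.42 mg/kg for 21 days. By the study's account this group mixes tumors that responded well and tumors that responded poorly. The labels and the series design pose the question of how the drug, whose active form triptolide acts on transcription by RNA polymerase II, changes the cells of tumors driven by CIC::DUX4. Untreated tumors 1 to 4 had 60665751, 25212486, 29031921 and 18487409 UMIs in 11164, 5888, 7808 and 12615 deposited nuclei. Minnelide tumors 1 to 4 had 73211599, 30784787, 44146885 and 20054447 UMIs in 11615, 7962, 10076 and 5210 nuclei. The median UMI count per nucleus was 883 in untreated tumor 4 and between 2329 and 4031 in the other tumors. After filtering and doublet removal 29718 untreated and 27497 Minnelide nuclei were retained. Run and treatment cannot be told apart in this design, so each difference below is a difference between deposited groups.

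The retained nuclei formed 25 clusters. Of these, 13 clusters with 36023 nuclei were named tumor-like, and in 11 of them over 90% of the nuclei came from 1 tumor. Markers of a second class were raised in 7 clusters, 5 of them tumor-like. The remaining named clusters were myocyte-like (8067 nuclei), fibroblast-like (6601), endothelial-like (2978), macrophage-like (1847) and pericyte-like (918), and 781 nuclei stayed unnamed. No cluster took the name of a T/NK, B, neutrophil, dendritic, satellite, Schwann or adipocyte class, which does not exclude such nuclei within other clusters.

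The first comparison asked whether the cell makeup of the tumors differed between the groups. Tumor-like nuclei made up 60.5% ± 17.9 (SD, n = 4) of the retained nuclei in the untreated and 64.8% ± 27.7 (SD, n = 4) in the Minnelide tumors, a difference with an exact permutation p of 0.8286. Per tumor the share ranged from 39.4% to 80.9% in the untreated and from 23.4% to 80.8% in the Minnelide group. The alternative that moved this difference most was the stricter naming rule, which left 43.1% of the untreated nuclei unnamed and gave a difference of 30.03 percentage points in place of 4.37. Myocyte-like nuclei made up 13.4% ± 15.9 (SD, n = 4) and 13.8% ± 23.8 (SD, n = 4), with an exact permutation p of 0.971. The myocyte-like share was 37.2% in untreated tumor 1 (exact 95% interval 36.1% to 38.2%) and 49.5% in Minnelide tumor 2 (48.2% to 50.7%). Fibroblast-like nuclei made up 13.2% ± 5.31 (SD, n = 4) and 10.3% ± 3.46 (SD, n = 4), with an exact permutation p of 0.429. For macrophage-like nuclei the values were 3.74% ± 2.13 (SD, n = 4) and 3.05% ± 0.604 (SD, n = 4), with an exact permutation p of 0.571. Endothelial-like nuclei accounted for 5.16% ± 2.43 (SD, n = 4) and 5.78% ± 1.26 (SD, n = 4), with an exact permutation p of 0.714. Pericyte-like nuclei accounted for 1.85% ± 0.686 (SD, n = 4) and 1.26% ± 0.715 (SD, n = 4), with an exact permutation p of 0.371. The groups overlapped in all 6 classes, and each adjusted exact permutation p was 0.971 over the 6 classes.

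**Figure D1:**
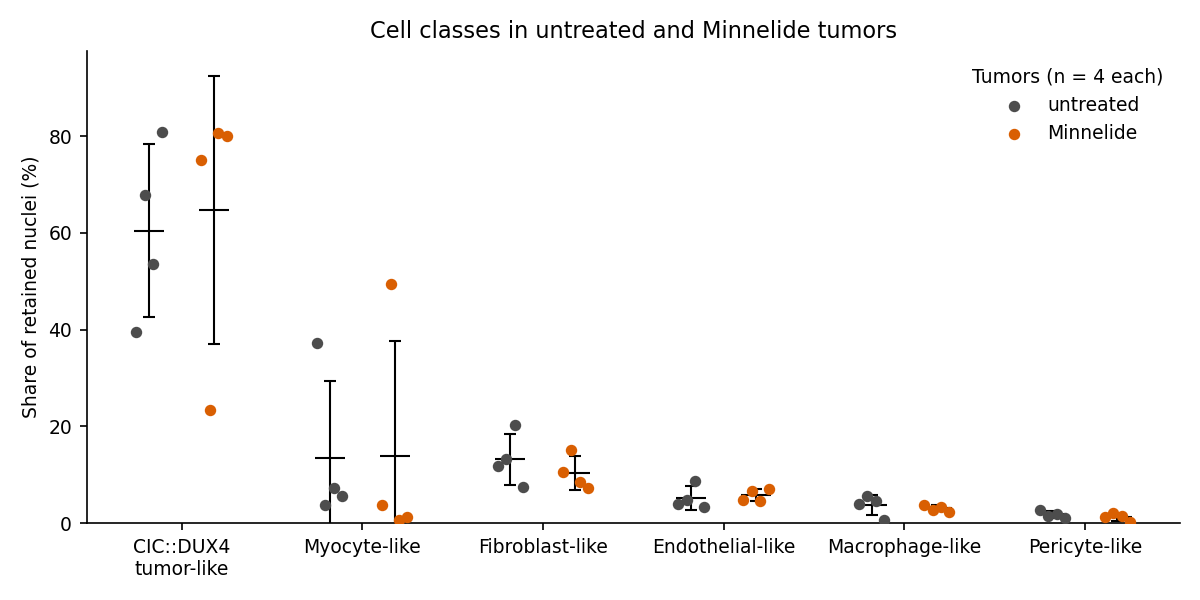
Share of retained nuclei (%) in each named class, with a point per tumor, a line at the group mean and bars of 1 SD (n = 4 tumors per group; bars that would pass below 0 end at the axis). The groups overlapped in all 6 classes, and untreated tumor 1 and Minnelide tumor 2 had the highest myocyte-like shares, 37.2% and 49.5%.

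Counts per tumor-like nucleus were compared next. The median UMI count was 2720 ± 1726 (SD, n = 4) in the untreated and 3215 ± 648.2 (SD, n = 4) in the Minnelide tumors, with an exact permutation p of 0.629. At a depth of 1000 UMIs the median number of genes detected was 771.5 ± 31.7 (SD, n = 4) and 747.5 ± 12.1 (SD, n = 4), with an exact permutation p of 0.2. Without thinning the medians were 1611 and 1788 genes, so the direction of this difference depended on depth. In untreated tumor 4, 5562 of 8122 tumor-like nuclei held fewer than 1000 UMIs and were left out of the thinned value.

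Gene expression over all retained nuclei was compared across 13787 genes. edgeR called 0 genes at an adjusted p under 0.05 and gave 1396 genes an unadjusted p under 0.05, whereas DESeq2 called 184 genes, 25 higher and 159 lower. In tumor-like nuclei edgeR called 0 of 13068 genes, with 1484 at an unadjusted p under 0.05, and DESeq2 called 173, of which 33 were higher and 140 lower. In macrophage-like nuclei edgeR called 0 of 8643 genes, with 576 at an unadjusted p under 0.05, and DESeq2 called 1. In fibroblast-like nuclei edgeR called 1 of 11406 genes, with 841 at an unadjusted p under 0.05, and DESeq2 called 39. For the test of a different Minnelide effect in tumor-like and fibroblast-like nuclei, edgeR called 0 of 13179 genes, with 1087 at an unadjusted p under 0.05, and DESeq2 called 31.

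The gene called by edgeR in fibroblast-like nuclei was Sned1 (ENSMUSG00000047793, chromosome 1, 93163558 to 93228787, GRCm39), a gene whose span overlaps Mterf4. Its expression was 664 ± 68.5 CPM (SD, n = 4) in the untreated and 232.4 ± 34.4 CPM (SD, n = 4) in the Minnelide tumors, lower in 4 of 4 tumors, with a log2 fold change of -1.51 ± 0.15 (SE) and an adjusted p of 0.0470 in edgeR. It was lower in all 16 alternatives but called in 3, and its adjusted p reached 0.587 without doublet removal. The stricter naming rule, among those 3, left the fibroblast-like nuclei as they were and repeated the main fit, so its call adds nothing. Among genes that were not called, Adamts6 (ENSMUSG00000046169, chromosome 13, 104424343 to 104633203) had the smallest p among higher genes in these nuclei, at 517.5 ± 65.6 and 1058 ± 128.6 CPM (SD, n = 4), with an adjusted p of 0.339 in edgeR. In all retained nuclei the genes with the smallest p, neither of them called, were Mks1 (ENSMUSG00000034121, chromosome 11, 87744026 to 87754634), higher, and Csf1 (ENSMUSG00000014599, chromosome 3, 107648364 to 107667806), lower. Their log2 fold changes were 0.89 ± 0.15 (SE) and -1.35 ± 0.19 (SE), with adjusted p of 0.453 and 0.449 in edgeR. In tumor-like nuclei they were Mks1, with a log2 fold change of 0.92 ± 0.18 (SE), and Myh8 (ENSMUSG00000055775, chromosome 11, 67167746 to 67199462), with -2.19 ± 0.33 (SE), both at an adjusted p of 0.417 in edgeR. Myh8 is a myosin gene of muscle, and averaged 6.96 CPM in the untreated and 1.54 CPM in the Minnelide tumors. In macrophage-like nuclei they were Gsta4 (ENSMUSG00000032348, chromosome 9, 78090056 to 78117763) and Spon1 (ENSMUSG00000038156, chromosome 7, 113364999 to 113642610). Their log2 fold changes were 1.70 ± 0.30 (SE) and -1.46 ± 0.28 (SE), both at an adjusted p of 0.699 in edgeR. In the test of a different effect they were Cdh18 (ENSMUSG00000040420, chromosome 15, 22549108 to 23474504) and Pax5 (ENSMUSG00000014030, chromosome 4, 44524757 to 44710487), with adjusted p of 0.388 and 0.162 in edgeR. Pax5 reached 21.0 CPM in the tumor-like nuclei of untreated tumor 1 and at most 1.24 CPM in those of the other tumors, so 1 tumor decided its value.

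Preset gene lists were then compared in tumor-like nuclei, to ask whether genes that depend on the fusion or on transcription changed as groups. The CIC::DUX4 activity list held 15 target genes, of which 12 were higher in the Minnelide tumors, with a mean log2 fold change of 0.29. limma's camera gave p 0.00910 (adjusted 0.0200 over 11 lists) and fry gave p 0.281. For the 10 target genes that did not serve to name nuclei, 8 were higher, the mean was 0.33, and limma's camera gave p 0.0198 (adjusted 0.0363). Without untreated tumor 1 the mean of the 10 genes was 0.13 and limma's camera gave p 0.193. Under the stricter naming rule, which leaves too few tumor-like nuclei in that tumor, the mean was 0.01. As a share of UMIs the 15 genes made up 2.13% ± 0.402 (SD, n = 4) and 2.50% ± 0.318 (SD, n = 4), with an exact permutation p of 0.257. edgeR called 0 of the 15 target genes, both adjusted over the list alone and over all genes, and the smallest unadjusted p were those of Vgf (0.0248) and Myc (0.0326). Over all retained nuclei 13 of the 15 genes were higher, with a mean of 0.42, camera p 0.00124 in limma and fry p 0.255. The list was also higher in fibroblast-like nuclei (camera p 1.4e-08 in limma, 14 of 15 genes) and in macrophage-like nuclei (camera p 3.0e-06 in limma, 13 of 13 genes), classes named for other cell types.

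**Figure D2:**
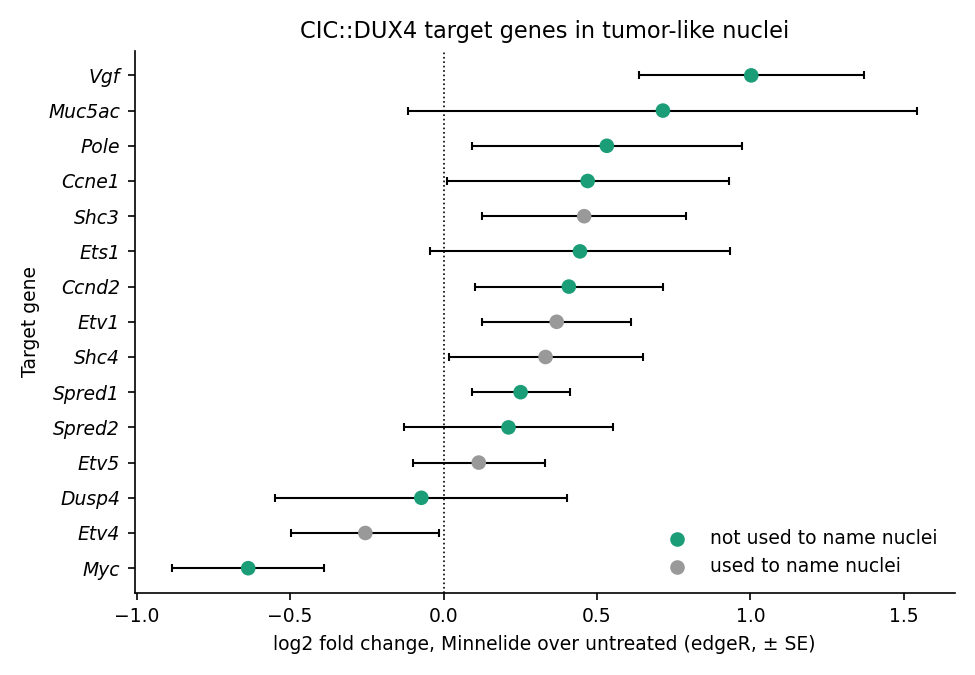
Log2 fold change of each of the 15 CIC::DUX4 target genes in tumor-like nuclei (Minnelide over untreated, edgeR, bars of 1 SE), with colors for genes used and not used to name nuclei. Values were above 0 for 12 genes, and Vgf (1.00) and Myc (-0.64) lay at the ends.

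Dusp4, Myc and Vgf, target genes lower in cultured cells after 24 h of drug, had a mean log2 fold change of 0.10 and a median of -0.07, and limma's camera gave p 0.9501. Adjusted over the list alone edgeR called 2 of the 3, Vgf (higher) and Myc (lower), and 0 over all genes. The 22 genes of RNA polymerase II and TFIIH had a mean of 0.07, with camera p 0.0909 and fry p 0.0172 (adjusted 0.0946) in limma, while their share of UMIs was lower, at 0.0952% and 0.0899%. Within this list Polr2a changed by -0.01 ± 0.24 (SE) and Ercc3, the TFIIH helicase bound by triptolide, by 0.08 ± 0.16 (SE).

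For the 47 cell cycle genes 45 were higher, with a mean of 0.46, camera p 2.0e-11 and fry p 0.174 in limma. Of 18 immediate early genes 17 were lower, with a mean of -0.68, camera p 1.9e-04 and fry p 0.0685 in limma. All 11 endothelial genes were lower, with a mean of -1.23, camera p 0.00142 and fry p 0.210 in limma. Without untreated tumor 1 the cell cycle mean was 0.23 and the immediate early mean -0.33, with camera p 1.8e-07 and 0.00137 in limma. The endothelial mean was then -0.24, and its adjusted camera p in limma was 0.0665. The 20 p53 targets had a mean of -0.24 with 10 genes in each direction and camera p 0.832 in limma. The 18 unfolded protein and heat shock genes had a mean of -0.27 and camera p 0.815 in limma. The 4 measured sex-linked genes, all on the Y chromosome, had a mean of 0.49 and camera p 0.0767 in limma.

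All 18 interferon response genes that passed the expression filter were lower in the tumor-like nuclei of the Minnelide tumors. Their mean was -1.17, with camera p 9.5e-10 (adjusted 5.2e-09) and fry p 0.0172 (adjusted 0.0946) in limma. Without untreated tumor 1 the mean was -0.71, and fry in limma gave an adjusted p of 0.0197. With all 8 tumors and adjusted over the list alone edgeR called 9 of them, and over all genes 0. Their share of UMIs was 0.0212% ± 0.0140 (SD, n = 4) in the untreated and 0.00898% ± 0.000374 (SD, n = 4) in the Minnelide tumors, without overlap. The exact permutation p was 0.0286, the smallest the design can give, and 0.314 after adjustment over the 11 lists. Over all retained nuclei 22 of 22 genes that passed the filter were lower, and edgeR called 16 adjusted over the list alone and 0 over all genes. With all 8 tumors no list passed an adjusted p of 0.05 under fry in limma in tumor-like nuclei or in all retained nuclei.

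**Figure D3:**
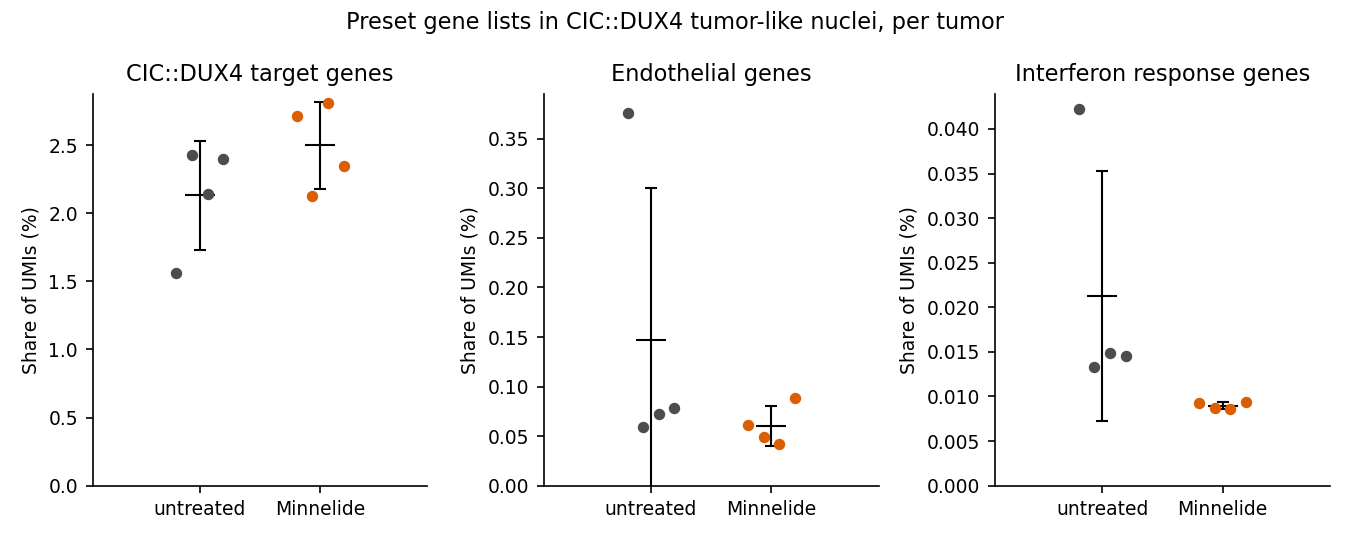
Share of UMIs (%) taken by 3 preset gene lists in tumor-like nuclei, with a point per tumor, a line at the group mean and bars of 1 SD (n = 4 tumors per group; bars that would pass below 0 end at the axis). Interferon response genes took 0.0133% to 0.0422% in the untreated and 0.00861% to 0.00934% in the Minnelide tumors, and untreated tumor 1 had the highest share of endothelial genes, 0.377%.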

Values the study reported

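The study reported 15,923 cells retained from its 4 untreated tumors. It gave the CIC::DUX4 tumor cells as 45%–70% of the cells of each of those tumors, and described endothelial features in 1 of 4 tumors. In mice given 0.42 mg/kg Minnelide, it reported a marked response in approximately 52% (11 of 21).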

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

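The tests of explanations in this part were chosen only after the values they concern were seen; for the test of doublets left in the outcome that would count for or against was written down before it was run. The tests for misnamed nuclei, for free myocyte RNA and for doublets with endothelial nuclei replaced earlier versions whose outcomes had been seen. The earlier ones used activity genes (ratios of 3.95 and 1.68), other levels for the same transcripts, which left misnamed nuclei undecided, myocyte markers that had named the nuclei, a depth rule not applied alike to all tumors, and other tumors as the background. Among 62 groups of 4 values examined, 7 held a tumor far from the other 3 by Dixon's criterion, and chance marks about 1 in 20 groups. No biological explanation was tested for these single tumors, since the labels give nothing that sets a tumor apart from its group. By the study's account the treated tumors had responded either well or poorly to the drug. The labels do not say which tumor did which, so response stays open as a source of differences within the Minnelide group.

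In untreated tumor 1 the endothelial genes took 0.377% of the UMIs of tumor-like nuclei, against at most 0.0779% in the other untreated tumors. That share was 1.83 times the highest share in another non-endothelial class of the tumor, the myocyte-like nuclei (0.206%), which argues against free endothelial RNA as the whole source. At 1000 UMIs 96.0% of its tumor-like nuclei held a UMI of the list, against 67.5% to 79.5% in those other classes. Doublets with endothelial nuclei would have to make up 80.5% of the nuclei to give this, which argues against them as the whole source. Abundant endothelial transcripts outside all lists, 76 chosen in the other 7 tumors, had a median of 0.344 of their endothelial-like CPM in these nuclei, with an upper quartile of 0.556. That median was 0.0944 to 0.120 in the other untreated tumors, and the endothelial genes themselves stood at 0.403. The endothelial profile was thus raised broadly, and less than in endothelial-like nuclei. This second test was first meant for doublets too, and on its own it did not exclude them. The activity genes not used for naming took 0.402% of UMIs, against 0.885% to 1.04% in the other untreated tumors. Misnamed endothelial nuclei would also have to make up 80.5% of the nuclei and bring these transcripts to a like share of their endothelial-like level, which argues against them as the whole source. A difference between runs was not excluded. The study described tumor cells with endothelial features and reduced CIC::DUX4 activity, the former seen in a single untreated tumor. Untreated tumor 1 showed both features here, but the labels do not say which matrix is the study's tumor.

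In the same nuclei the interferon response genes took 0.0422% of UMIs, against at most 0.0149% in the other untreated tumors. Macrophage RNA, at the level the macrophage markers allow, could give 24.8% of this excess, so it does not cover the whole. The interferon response genes took 0.0711% of UMIs in the endothelial-like nuclei of this tumor. What the raised endothelial profile of its tumor-like nuclei adds to the excess was not weighed. The median of genes at 1000 UMIs was 819 in untreated tumor 1 and 754 to 758 in the others. Over the 1603 nuclei with a doublet score under the median of the tumor it was 806, so doublets left in are unlikely to be the whole cause.

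Myocyte-like nuclei made up 37.2% of untreated tumor 1 and 49.5% of Minnelide tumor 2. Nuclei of another class that carry free RNA in place of their own were taken to be shallow, a premise that was not tested. The myocyte-like class includes a cluster of 747 nuclei, 99.9% of them from Minnelide tumor 2. It had a median of 6097 UMIs, and 5 tumor-like markers were also raised in it. In Minnelide tumor 2 the myocyte-like nuclei with at least the median UMIs of its other retained nuclei made up 38.9% of the retained nuclei, against 0.446% to 2.08% under the same rule in the other Minnelide tumors. If the premise holds, this argues against free myocyte RNA as the whole cause there. In untreated tumor 1 they made up 4.18%, within the 1.57% to 5.36% of the other untreated tumors, and 1857 of its 3110 myocyte-like nuclei lay in 1 cluster with a median of 966 UMIs there. Another cluster held 14.1% of its nuclei with a median of 3407 UMIs, more than the 7.20% that all myocyte-like nuclei reached in the other untreated tumors. These values point both ways, so free myocyte RNA cannot be told apart there from muscle taken with the tumor, the amount of which was not recorded. In Minnelide tumor 2 tumor-like nuclei made up 23.4% of the nuclei. With myocyte-like nuclei left out the share was 46.3%, against 78.1% to 81.3% in the other Minnelide tumors, so dilution by myocytes does not account for all of it. The naming rule decides this value too, and it was set with these counts in view.

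Adamts6 stood at 614.7 CPM in the fibroblast-like nuclei of untreated tumor 4 and at 495.2 CPM in the next tumor. The lower 95% Poisson bound of the former was 580.0 CPM and the upper bound of the latter 514.9 CPM, but a gap between single tumors with such counts would nearly always exceed counting error, so this decides nothing. The gap passed Dixon's criterion only narrowly.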

How the results depend on the processing

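The naming rule that leaves clusters with markers of a second class unnamed was chosen only after the data were seen; the other alternatives were planned. No paired analysis was possible because the labels carry no replicate numbers. Under the stricter rule untreated tumor 1 had too few tumor-like nuclei, and under clustering of each tumor on its own an untreated tumor had too few macrophage-like nuclei, so those fits held 3 untreated tumors.

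DESeq2 in place of edgeR called 184 genes over all retained nuclei, 173 in tumor-like, 39 in fibroblast-like and 1 in macrophage-like nuclei, and 31 for the different effect, where edgeR called 0, 0, 1, 0 and 0 (unadjusted p under 0.05 in 1396, 1484, 841, 576 and 1087 genes). On simulated data 44 of 173 DESeq2 calls for all retained nuclei were unchanged genes. The fibroblast-like count fell to 0 in edgeR without the low-count filter, with the fixed nucleus filter, without doublet removal, with each tumor clustered on its own and at resolution 0.4, with 515 to 1459 genes at an unadjusted p under 0.05 over these and the leave-one-out fits. In edgeR the other 4 counts stayed at 0 under the alternatives other than leave-one-out. Sned1 kept its sign in 16 of 16 alternatives. Its log2 fold change ranged from -1.79 to -1.34, and it was called in 3, among them the stricter naming rule, which repeats the main fit in these nuclei. The causes were not tested.

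With each tumor left out in turn, the count over all retained nuclei ranged from 0 to 1 (1 without Minnelide tumor 2) and the fibroblast-like count was 0 to 0. The difference in share ranged from -2.64 to 18.2 points for tumor-like, from -0.00988 to 1.79 for endothelial-like and from -11.5 to 8.29 for myocyte-like nuclei. It ranged from -4.79 to -0.526 for fibroblast-like, from -1.68 to -0.0333 for macrophage-like and from -0.841 to -0.273 for pericyte-like nuclei. The difference in median UMIs ranged from -142.4 to 1238, negative only without untreated tumor 4, the shallowest. The mean log2 fold change of the 15 target genes over all retained nuclei ranged from 0.24 to 0.59, with limma's camera p from 4.6e-05 to 0.0288. In tumor-like nuclei that of the 10 target genes ranged from 0.13 to 0.46, that of the 3 targets lower in culture from -0.11 to 0.29 and that of the endothelial genes from -1.47 to -0.24. The lowest target value and the weakest endothelial value came without untreated tumor 1. The mean of the p53 targets ranged from -0.38 to -0.0081. That of the unfolded protein and heat shock genes ranged from -0.40 to -0.050, and that of the sex-linked genes from 0.084 to 0.74.

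Class shares, none past the threshold, changed direction under several alternatives. With each tumor clustered on its own the differences were -6.73 points for tumor-like (4.37 as reported), 0.735 for fibroblast-like (-2.87) and 0.891 for macrophage-like nuclei (-0.682). The tumor-like difference was -0.939 at resolution 0.4, the myocyte-like one -0.479 with the fixed filter (0.374) and the endothelial-like one -0.129 without doublet removal (0.619). Genes per nucleus differed by 177.25 without thinning and by -24 with it, since untreated tumor 4 was shallow.

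Under the stricter naming rule the 10 target genes had a mean log2 fold change of 0.0101, the 3 targets lower in culture -0.0731, the immediate early genes -0.223 and the endothelial genes 0.0526. Fewer tumors and nuclei enter that fit, and untreated tumor 1 is the tumor left out. Untreated tumor 4 also went from 8122 to 2124 tumor-like nuclei under this rule. The mean of the interferon response genes stayed below 0 and past the camera threshold in limma in 16 of 16 alternatives, with values from -1.37 to -0.32, and that of the cell cycle genes stayed above 0 and past it in 16, from 0.16 to 0.59. At 4 tumors per group edgeR recovered 6% of simulated 2-fold changes over all retained nuclei and 11% in tumor-like nuclei, and depth was not varied in the simulation.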

Other observations

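The tests of the interferon response genes, of untreated tumor 1 alone and of the run were chosen only after the result was seen. Those on gene counts and target genes were planned.

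The 8 tumors can be split in 35 distinct ways, and the real split is counted among them in each number below. For edgeR, 35 of 35 splits gave at least as many genes as the real one over all retained nuclei, in tumor-like and in macrophage-like nuclei and for the different effect, as they must where the real count is 0. In fibroblast-like nuclei 3 of 35 splits gave at least 1 gene. For DESeq2, 5 of 35 splits gave at least 184 genes over all retained nuclei, and 4 of 35 gave at least 173 in tumor-like nuclei, with up to 1075 and 323. For the target genes 13 of 35 splits over all retained nuclei and 17 of 35 in tumor-like nuclei gave a camera p at least as small in limma. None of these results was thus set apart from other groupings of the same tumors. The same count in tumor-like nuclei was 7 of 35 for the cell cycle genes, 6 for the immediate early genes, 13 for the endothelial genes and 3 for the RNA polymerase II and TFIIH genes. Over all retained nuclei it was 13, 6, 12 and 2 in the same order, and 2 for the interferon response genes. No list had a share of splits under 0.05, which only the real split standing alone could give.

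Planned tests on called genes had nothing to work on. Over all retained nuclei edgeR called 0 genes (1396 at an unadjusted p under 0.05, and 184 by DESeq2). The cell makeup of the tumors, the shallowest tumor (0 genes called without it) and unequal numbers of male and female mice (0 of 4 Y genes called) could thus not be judged as sources of called genes. The 4 Y genes took 0.00130% of the UMIs of tumor-like nuclei in untreated tumor 4 and 0.0486% to 0.0771% in the other 7 tumors. Only the untreated group thus held a tumor nearly without Y transcripts, and the labels give no sex. In tumor-like nuclei edgeR called 0 of 12 myocyte markers (1484 genes at an unadjusted p under 0.05, and 173 called by DESeq2). All 12 were lower in the Minnelide tumors, with a mean log2 fold change of -1.08. Their mean share of UMIs went from 0.429% in the untreated to 0.208% in the Minnelide group in tumor-like nuclei. It was also lower in endothelial-like (0.416% and 0.232%), fibroblast-like (0.433% and 0.272%) and macrophage-like nuclei (0.497% and 0.297%). A change confined to tumor-like nuclei would not give this. In endothelial-like nuclei the share was 1.04% in untreated tumor 1 and 0.695% in Minnelide tumor 2, the tumors with the highest myocyte-like shares. The other tumors had 0.0492% to 0.259%. Untreated tumor 1 and Minnelide tumor 2 also ranked highest in fibroblast-like, macrophage-like and tumor-like nuclei. In tumor-like nuclei untreated tumor 4 came close to Minnelide tumor 2 (0.578% and 0.579%). Free myocyte RNA would give such a pattern. The groups overlapped in each class, and how much of the group difference such RNA gives was not measured. The barcodes allow 8 assignments of the tumors to 2 runs, including 1 with each group in its own run, so run and treatment cannot be told apart.

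The target genes of the fusion were higher in the Minnelide tumors by camera. Without untreated tumor 1 the camera p in limma for the 10 genes was 0.193 in tumor-like nuclei, so the difference there may rest on that tumor. Over all retained nuclei limma's camera gave p 0.0288 for the 15 genes without it (adjusted 0.0528) and p 0.0920 for the 10 genes. The activity list also took a larger share of UMIs in other classes. It took 0.620% and 1.22% in fibroblast-like, 0.894% and 1.62% in endothelial-like and 0.624% and 1.19% in myocyte-like nuclei of the untreated and Minnelide tumors, without overlap. In each of these 3 classes the exact permutation p was 0.0286, the smallest possible, and 0.0476 after adjustment over 5 classes. In macrophage-like nuclei it was 0.143 (adjusted 0.179) and in tumor-like nuclei 0.257 (adjusted 0.257). In each of these classes untreated tumor 1 had the lowest share and Minnelide tumors 1 and 3 the highest. In tumor-like nuclei these shares were 1.56%, 2.71% and 2.81%, and in fibroblast-like nuclei 0.323%, 1.42% and 1.57%. Free tumor RNA in the other classes would give such a pattern, so their differences need not be changes in those cells. How much of the difference it gives was not measured.

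The interferon response genes were lower in the Minnelide tumors. Without untreated tumor 1 limma's camera still gave p 6.7e-08, which argues against that tumor alone as the cause. The mean log2 fold change fell in size from -1.17 to -0.71 without it, so that tumor carried part of the difference. It also carried part of the cell cycle and immediate early differences, whose means went from 0.46 to 0.23 and from -0.68 to -0.33. Cell cycle genes took 0.131% of UMIs in its tumor-like nuclei, against 0.283% to 0.338% in the other untreated tumors. Macrophage RNA, at the level the macrophage markers allow, could give 27.9% of the difference in tumor-like nuclei (26.9% without untreated tumor 1), so it does not account for the whole. However, 2 of 35 splits, the real one among them, gave a camera p at least as small. That share is above 0.05, though 1 other split is enough to bring it there. Chance thus stays open, as do the run and the drug. By class, the exact permutation p of the share of UMIs was 0.0286 in tumor-like, 0.0571 in endothelial-like, 0.0571 in fibroblast-like, 0.114 in myocyte-like and 0.429 in macrophage-like nuclei, and at least 0.0952 after adjustment over the 5 classes.

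The number of untreated nuclei retained here was 29718. It is higher than the number the study reported, and the reason was not tested.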
